A study of Homo sapiens with 28 samples. Its data were reported in "Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus" (2020).

How the data were processed

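Gene expression was measured with Affymetrix Human Gene ST1.0 arrays in HEK293 cells infected with lentiviruses that express a short hairpin RNA (shRNA) from the U6 promoter and selected with puromycin. RNA was amplified with random primers for whole transcripts. The study kept the most effective hairpins of those it tried per gene. The deposited values are probeset intensities that the authors made from the scans by robust multi-array averaging (RMA), which subtracts background, quantile normalizes and summarises the probes of a probeset. The values, 4.25 to 18486, are on the linear scale, and their medians show that the series were normalized apart. Scans and single probes were not used here. The ratio of distal 3′ UTR signal to that of the whole transcript, a probe-level measure of the study, was therefore not analysed here.

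The table held 33252 probesets in 28 arrays. Probesets with exactly 1 gene symbol (19460) were kept, and those with several (1754) or none (12038) were left out. For the 769 genes with more than 1 probeset the one with the highest mean was used, which gave 18417 genes. Of these 18389 matched the reference gene table by Entrez ID, and 0 symbols needed an update. Values were taken to log2 with no pseudocount and no filter. Groups, replicate numbers and the series came from the sample labels. The hairpin numbers in the labels name different sequences in different genes, so they were not used to pair arrays.

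Differences were estimated with limma 3.58.1 in R 4.3.3 by 1 linear model over all 28 arrays with a coefficient per knocked-down gene and a term for the series, and moderated variances with an intensity trend (17 residual and 8 prior degrees of freedom). Each of the 8 genes with 3 hairpins was set against the lacZ arrays of its series and against the mean of the other 3 such knockdowns of its series, and DDX5 was set against DDX17. CPSF6 has 1 array and was not tested. p-values were adjusted by Benjamini and Hochberg (BH) over all genes of a comparison, and called under 0.05. The lacZ array present in both series serves each comparison within a series once. The difference between the series in the mean effect against lacZ, tested on the lists by camera, uses it on both sides. The 8 comparisons with lacZ share their control arrays. Overlaps between them were set beside simulated data with the same sharing and no changes, and beside lists drawn independently.

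Genes are named by a rule: the target, and per comparison the 6 largest rises and the 6 largest falls among called genes that moved the same way in all 3 hairpins, plus at most 4 members per gene list that passed. The genes described as lower in all 8 knockdowns were picked from that group after their values were seen. The 28 gene lists were the Aire-sensitive genes of mouse mature medullary thymic epithelium, as the study lists those with proximal poly(A) sites, matched to human genes by symbol with names of mouse clones left out, and lists written from general knowledge. The latter held ATF4 and unfolded protein response, cholesterol synthesis, replication-dependent histone, ribosomal protein, oxidative phosphorylation, p53 target, G2 and M phase, S phase, heat shock, interferon-stimulated, TGFβ and matrix, and housekeeping genes. They also held core 3′ end processing, regulators of cleavage and readthrough, poly(A)-binding and deadenylation, tRNA splicing with partners of CLP1, hnRNP, DEAD box, FACT and histone chaperone, PARP and base excision repair, and DNA-PK and end joining genes. Knockdown targets, their paralogs and partners, and markers of neurons, blood cells, fibroblasts and keratinocytes completed them. Lists were tested with camera at a preset correlation between genes of 0.01 and with an estimated one, two-sided, adjusted over the 28 lists of a comparison, or over the 8 knockdowns for the Aire-sensitive list, and with fry as an alternative. These choices of comparisons, lists, naming rule and tests were made before the data were examined.

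For single hairpins, the list's median difference was placed among 10000 random lists of the same size drawn within 20 bins of mean expression. Agreement between hairpins was the mean Pearson correlation across genes within targets minus that between targets of a series, with 100000 one-sided permutations. These steps and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

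The calling was tested on simulated data in which 100 genes each were shifted by 1 and by 2 log2 units. Against lacZ 50% and 99% were recovered for CLP1 and 79% and 100% for PABPC1, with 8 false among 157 calls and 11 among 190. Against the other knockdowns 99% and 100% were recovered for CLP1 and 95% and 100% for PABPC1, with 7 false among 206 calls and 8 among 203.

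Alternatives changed 1 choice at a time: the series fitted alone, no series term (the shared lacZ array averaged into 1), quantile normalization over all arrays, median centring, a pseudocount of 16, only genes above the 40th percentile of mean level, the mean of all probesets, array weights, no trend or a robust prior, a fold of at least 1.5, and each array left out in turn. Added after seeing the data were both lacZ arrays for every knockdown, hairpin 3 of DDX5, HNRNPL and PRKDC left out together, the median of 121 small nuclear and nucleolar RNA genes as a covariate, and removal of each array's trend with genomic span and level. Array weights were estimated gene by gene, since the default estimate gave no convergence.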

Results

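HEK293 cells, a human embryonic kidney line, carried lentiviral short hairpin RNAs against CLP1, CPSF6, PABPC1, HNRNPL, DDX5, DDX17, PARP1, PRKDC or SUPT16H, factors that process or bind RNA or act on DNA and chromatin. Hairpins against the bacterial lacZ gene, which human cells lack, served as control. Transcript levels were read on 28 Human Gene ST1.0 arrays in 2 series of 14. The first series held CLP1, HNRNPL, DDX5 and DDX17 with 3 hairpins each, 1 CPSF6 array and 1 lacZ array. The second held PABPC1, PARP1, PRKDC and SUPT16H with 3 hairpins each and 2 lacZ arrays. The median intensity of an array was 61.5 to 74 in the first series and 54.5 to 58.3 in the second. The number of arrays limits the precision. The 3 knockdown arrays of a gene carry different hairpins and so separate infections. The labels do not say whether the lacZ arrays came from separate cultures, and the p-values measure only the spread between these samples, part of which may be technical. Differences are log2 values ± the standard error of limma, with n = 3 hairpins per knockdown unless stated. Every gene named by the rule given with the methods moved the same way in 3 of 3 hairpins, and so did each list member quoted with an adjusted p.

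One lacZ array stood in both series. Replicate 1 of the first series and replicate 2 of the second differed by a mean of 0.32 with an SD over probesets of only 0.07, and 0 genes were over 1 log2 unit apart. Replicate 3 differed from them with SDs of 0.29 and 0.28, within the 0.16 to 0.76 found between hairpins of one gene. The pair differed by less than the noise between arrays and was counted as 1 sample. Comparisons within a series use it once, and the difference between the series given for the ATF4 list uses it on both sides. Every first-series value against lacZ therefore rests on a single control array, and every second-series value on 2.

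The first question was whether each hairpin lowered its own target. PABPC1, the main cytoplasmic poly(A)-binding protein (probeset 8152079), fell by 2.11 ± 0.20, and PRKDC, the catalytic subunit of the DNA-dependent protein kinase (8150599), fell by 2.26 ± 0.23. SUPT16H, a subunit of the histone chaperone FACT (7977674), fell by 2.03 ± 0.21. PARP1, which makes poly(ADP-ribose) at DNA breaks (7924733), fell by 1.18 ± 0.18, and DDX17, a DEAD-box RNA helicase (8076077), fell by 1.33 ± 0.25. The BH-adjusted p of limma over all genes was 2.92e-07 for PABPC1, 1.26e-06 for PRKDC, 9.95e-07 for SUPT16H, 0.000258 for PARP1 and 0.00254 for DDX17, each lower in 3 of 3 hairpins. The other three did not pass against lacZ, though 3 of 3 hairpins were lower in each. DDX5, the helicase paralogous to DDX17 (8017634), differed by -1.04 ± 0.28 (adjusted p = 0.0869). HNRNPL, a splicing regulator (8036613), differed by -0.93 ± 0.30 (adjusted p = 0.129), and CLP1, an RNA kinase of the pre-mRNA cleavage machinery (7940046), by -0.57 ± 0.18 (adjusted p = 0.187). Hairpins reduced CLP1 signal by 32.7%, 30.3% and 35.5%, from a level at only the 40.9th percentile of all genes.

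For 7 of the 8 targets no other knockdown array of the series reached down into the range of the target's own hairpins, CLP1 included (5.73 to 5.84 against 5.87 to 6.16). The exception was HNRNPL, whose 8.78 to 9.44 overlapped 2 of the 10 others, 9.01 in hairpin 1 of DDX5 and 9.07 in hairpin 1 of DDX17. Against the mean of the other knockdowns DDX5 fell by 1.06 ± 0.16 (adjusted p = 0.00462), while HNRNPL differed by -0.44 ± 0.17 (0.486) and CLP1 by -0.26 ± 0.11 (0.222). The DDX5 call was lost without hairpin 3 (0.0855) and with the first series fitted alone (0.0551, range over its alternatives 9.95e-08 to 0.0855). Fitted on the first series alone, the DDX17 fall against lacZ also missed the threshold (adjusted p = 0.06, range over its alternatives 2.26e-05 to 0.06). Without its hairpin 1, DDX5 passed (0.033, range 0.00474 to 0.22). The single CPSF6 array, a subunit of cleavage factor I, read 8.65 for CPSF6 against 10.0 in lacZ and 9.24 to 10.1 in the other first-series knockdowns.

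**Figure D1:**
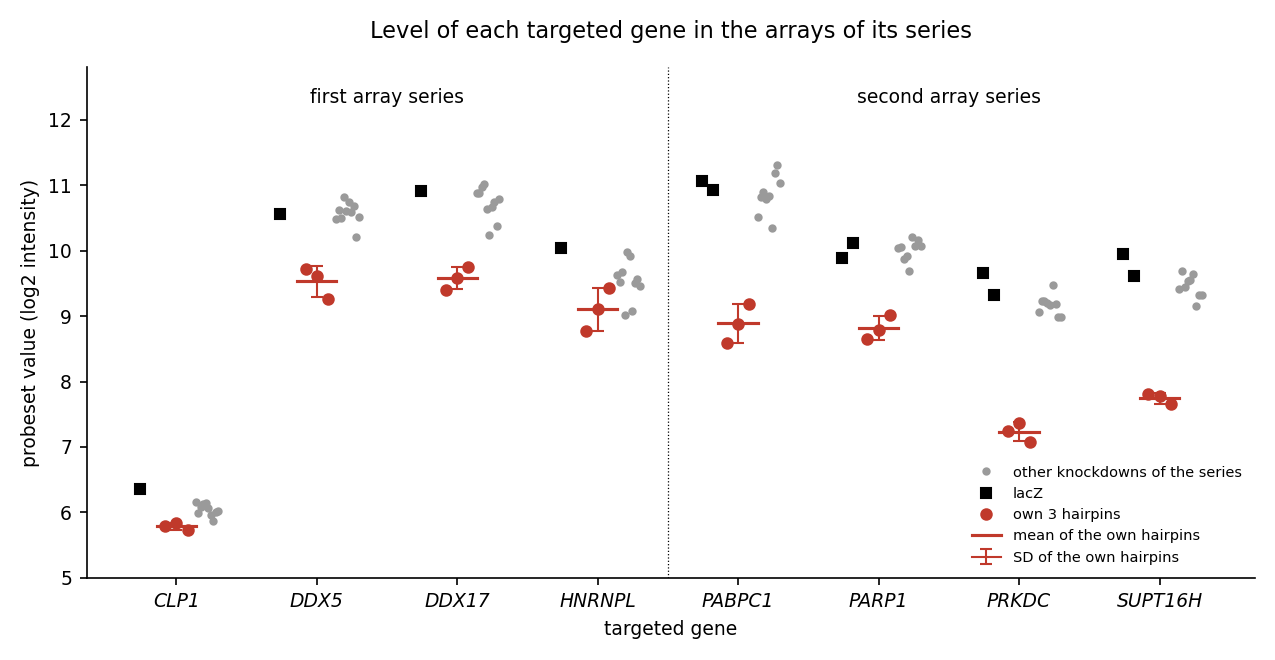
Level of each targeted gene (log2 intensity) in the arrays of its series, with its own 3 hairpins in red (bars, mean and SD), lacZ arrays as black squares and the other knockdown arrays in grey. The own hairpins lie lowest for 7 of the 8 targets, from 5.73 to 5.84 for CLP1 up to 9.40 to 9.75 for DDX17, and HNRNPL (8.78 to 9.44) overlaps 2 other arrays.

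The second question was which genes each knockdown moved, first against lacZ. In CLP1 knockdown NUPR1, a stress-induced chromatin protein, rose by 2.48 ± 0.30 (adjusted p = 2.35e-05), ATP6V0D2, a proton pump subunit, by 2.02 ± 0.23 (1.54e-05), SH3BGR by 2.10 ± 0.26 (2.35e-05) and INHBE, an activin subunit, by 2.00 ± 0.32 (0.00126). SLC7A3, a cationic amino acid transporter, rose by 1.99 ± 0.40 (0.0115), a call lost with the first series fitted alone (0.158, range 8.7e-06 to 0.158). Of 36 ATF4 and unfolded protein response genes 4 rose over all genes and 15 adjusted over the list alone, among them TRIB3 (1.31 ± 0.28, adjusted p = 0.0196). Their median was 0.61 (camera adjusted p = 1.97e-12, adjusted p = 0.238 with an estimated correlation). Of 28 p53 targets 2 rose (4 adjusted over the list alone), led by the stress cytokine GDF15 (1.79 ± 0.29, adjusted p = 0.00137), with a list median of 0.27 (9.61e-05, adjusted p = 0.238 with an estimated correlation).

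In the other direction RFPL4A, a ret finger protein-like gene, fell by 4.83 ± 0.95 (adjusted p = 0.00916), and the pseudogene REXO1L1P fell by 3.49 ± 0.43 (2.49e-05). The microRNA host MIR7-3HG fell by 2.59 ± 0.37 (0.000271), and the hair keratin-associated KRTAP21-2 and KRTAP19-1 by 2.51 ± 0.19 (2.13e-08) and 2.48 ± 0.30 (2.35e-05). Of 18 cholesterol synthesis genes 2 fell (3 adjusted over the list alone), with a median of -0.36 (camera adjusted p = 9.61e-05, adjusted p = 0.238 with an estimated correlation). Of 43 replication-dependent histone genes 4 fell (6 fell and 1 rose adjusted over the list alone), H2BC14 by 1.41 ± 0.24 (adjusted p = 0.00211), with a median of -0.19 (0.000323, adjusted p = 0.696 with an estimated correlation). In all 176 genes passed, 62 higher and 114 lower. The count was 88 without hairpin 2 and 90 without hairpin 3, and TNFRSF9 (3.18 ± 0.75, adjusted p = 0.0354) and SNAI1 (-2.59 ± 0.58, 0.0259) lost their calls without either. With both lacZ arrays behind every knockdown the split of calls moved to 52.0% higher from 35.2%.

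In DDX17 knockdown the costimulatory receptor TNFRSF9 rose by 3.77 ± 0.75 (adjusted p = 0.00517), NUPR1 by 3.40 ± 0.30 (1.57e-07), SH3BGR by 2.77 ± 0.26 (2.69e-07), ELSPBP1, a sperm-binding protein, by 2.76 ± 0.49 (0.00186), BEX1 by 2.69 ± 0.33 (3.28e-05) and INHBE by 2.54 ± 0.32 (4.42e-05). With the first series fitted alone TNFRSF9 (0.104, range 5.81e-06 to 0.104) and ELSPBP1 (0.0727, range 6.94e-06 to 0.0727) lost their calls. Of the ATF4 genes 8 rose (14 adjusted over the list alone), with CHAC1, which degrades glutathione, at 1.75 ± 0.33 (0.00266) and SLC7A5, a leucine transporter, at 1.56 ± 0.32 (0.00629). The list median was 0.50 (camera adjusted p = 4.03e-09, adjusted p = 0.493 with an estimated correlation). Of 44 oxidative phosphorylation genes 2 rose (6 adjusted over the list alone), COX5B by 1.5 ± 0.31 (0.00802), with a median of 0.37 (2.38e-06, adjusted p = 0.579 with an estimated correlation). Of 57 ribosomal protein genes 4 rose, also adjusted over the list alone, with a median of 0.30 (1.3e-07, adjusted p = 0.579 with an estimated correlation).

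RFPL4A fell by 5.09 ± 0.95 (adjusted p = 0.00277), REXO1L1P by 3.42 ± 0.43 (3.58e-05), the olfactory receptor OR2B6 by 2.63 ± 0.28 (3.24e-06), the zinc finger gene ZSCAN5B by 2.63 ± 0.21 (2.66e-08), the polo-like kinase PLK2 by 2.48 ± 0.43 (0.00168) and KRTAP21-2 by 2.48 ± 0.19 (2.66e-08). All 18 cholesterol genes had lower values, and 4 fell over all genes (7 adjusted over the list alone), INSIG1, which holds the sterol sensor in the endoplasmic reticulum, by 2.09 ± 0.37 (0.00183), with a median of -0.49 (camera adjusted p = 1.3e-07, adjusted p = 0.137 with an estimated correlation). Of the histone genes 7 fell (10 adjusted over the list alone), H2BC17 by 1.84 ± 0.26 (0.000171), with a median of -0.39 (1.85e-08, adjusted p = 0.559 with an estimated correlation). For 28 genes of G2 and M phase the median was -0.45 (0.00195, adjusted p = 0.766 with an estimated correlation), and 0 passed singly in limma, though 1 did adjusted over the list alone. In all 511 genes passed, 224 higher and 287 lower, and 277 without hairpin 2, and small RNA genes lay 0.27, 1.26 and 0.50 above lacZ in the 3 hairpins. With each array centred on its median 60.5% of the calls were higher, against 43.8%.

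DDX5 knockdown raised NUPR1 by 2.56 ± 0.30 (adjusted p = 2.39e-05), BEX1 by 1.94 ± 0.33 (0.00277), INHBE by 1.85 ± 0.32 (0.00372) and SH3BGR by 1.85 ± 0.26 (0.000195). The small nucleolar RNAs SNORA38B and SNORA10 rose by 2.13 ± 0.45 (0.0184) and 1.96 ± 0.45 (0.0308). The median level of 121 small nuclear and nucleolar RNA genes lay 0.50, 0.73 and 1.24 above lacZ in the 3 DDX5 hairpins. Of the ATF4 genes 2 rose (8 adjusted over the list alone), ATF5 by 1.47 ± 0.28 (0.00706), with a median of 0.42 (camera adjusted p = 0.000157, adjusted p = 0.608 with an estimated correlation). That list call was lost without hairpin 1 (0.0879, range 3.61e-09 to 0.0879).

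ERRFI1, a feedback inhibitor of the EGF receptor, fell by 2.57 ± 0.38 (adjusted p = 0.000516), the sterol enzyme MSMO1 by 2.52 ± 0.47 (0.00616). ZSCAN5B fell by 2.44 ± 0.21 (1.33e-07), REXO1L1P fell by 3.47 ± 0.43 (4.94e-05) and KRTAP19-1 by 2.37 ± 0.30 (5e-05). RFPL4A fell by 4.27 ± 0.95 (0.026). Of the cholesterol genes 3 fell (8 adjusted over the list alone), INSIG1 by 1.76 ± 0.37 (0.0173) and IDI1 by 1.55 ± 0.30 (0.00915), with a median of -0.56 (4e-06, adjusted p = 0.219 with an estimated correlation). The G2 and M phase median was -0.46 (0.000273, adjusted p = 0.608 with an estimated correlation) with 0 genes passing singly in limma, also adjusted over the list alone, and that call was lost without hairpin 3 (0.116, range 3.45e-06 to 0.116). In all 155 genes passed, 32 higher and 123 lower, and 626 without hairpin 1. Without hairpin 3, SNORA10 (0.0599, range 0.00137 to 0.191) and RFPL4A (0.0517, range 0.000183 to 0.0533) lost their calls, as did INHBE (0.0811, range 0.000126 to 0.0811), SNORA38B (0.203, range 0.000632 to 0.203) and SNORA10 with the first series fitted alone.

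HNRNPL knockdown raised NUPR1 by 2.72 ± 0.30 (adjusted p = 6.33e-06), SH3BGR by 2.60 ± 0.26 (1.03e-06), INHBE by 2.50 ± 0.32 (6.65e-05) and BEX1 by 2.45 ± 0.33 (0.000108). SNORA10 rose by 2.07 ± 0.45 (0.0148), and the small RNA genes lay 0.36, 0.54 and 1.23 above lacZ in the 3 hairpins. Of the ATF4 genes 6 rose (8 adjusted over the list alone), SLC7A5 by 1.63 ± 0.32 (0.00561) and ATF5 by 1.46 ± 0.28 (0.00471), with a median of 0.42 (camera adjusted p = 1.29e-07, adjusted p = 0.563 with an estimated correlation). The p53 target GDF15 rose by 2.07 ± 0.29 (0.000201), though the p53 list did not pass.

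Of the G2 and M phase list 1 gene fell in HNRNPL knockdown over all genes and 10 adjusted over the list alone, with a median of -0.55 and 24 of 28 values negative (camera adjusted p = 2.94e-07, adjusted p = 0.644 with an estimated correlation). Of the cholesterol genes 4 fell (7 adjusted over the list alone), INSIG1 by 1.92 ± 0.37 (0.005) and IDI1 by 1.77 ± 0.30 (0.00154), with a median of -0.49 (1.29e-07, adjusted p = 0.121 with an estimated correlation). Of the histone genes 5 fell (9 fell and 1 rose adjusted over the list alone), H2BC17 by 1.74 ± 0.26 (0.000322), with a median of -0.33 (1.34e-05, adjusted p = 0.644 with an estimated correlation). MSMO1 fell by 2.83 ± 0.47 (0.0011), ZSCAN5B by 2.69 ± 0.21 (1.56e-08), KRTAP21-2 by 2.69 ± 0.19 (4.78e-09), OR2B6 by 2.63 ± 0.28 (3.83e-06), REXO1L1P by 3.38 ± 0.43 (4.6e-05) and RFPL4A by 4.74 ± 0.95 (0.00756). In all 338 genes passed, 129 higher and 209 lower, 214 without hairpin 1 and 196 without hairpin 2. TNFRSF9 (2.85 ± 0.75, 0.0481) lost its call without either, and SNORA10 (0.0964, range 0.000895 to 0.0964) with the first series fitted alone.

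Of the 36 genes of the ATF4 list 7 fell in PABPC1 knockdown (15 fell and 1 rose adjusted over the list alone), the folate enzyme ALDH1L2 by 1.92 ± 0.31 (adjusted p = 0.000561) and the stress transcription factor DDIT3 by 1.45 ± 0.25 (0.00121), with a median of -0.58 (camera adjusted p = 5.15e-06, adjusted p = 0.869 with an estimated correlation). Of 57 ribosomal protein genes 54 had lower values and 4 fell (8 adjusted over the list alone), with a median of -0.31 (1.67e-06, adjusted p = 0.869 with an estimated correlation). The heat shock protein HSPB1 fell by 1.20 ± 0.17 (0.000189). CGA, the shared subunit of the glycoprotein hormones, fell by 3.77 ± 0.66 (0.00125), KRTAP19-1 by 3.22 ± 0.23 (2.99e-09), OR2B6 by 2.64 ± 0.22 (4.39e-08), KRTAP21-2 by 2.59 ± 0.15 (5.44e-11), ERRFI1 by 2.49 ± 0.30 (1.8e-05) and the cyclin CCNA1 by 2.40 ± 0.35 (0.000208).

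Histone genes moved both ways in PABPC1 knockdown, 10 higher and 5 lower (12 and 9 adjusted over the list alone), with H2AC21 at 1.27 ± 0.20 (adjusted p = 0.000564) and H4C9 at -1.41 ± 0.18 (5.42e-05), and the list did not pass (0.236). BEX1 rose by 1.72 ± 0.26 (0.00029). The vault RNA VTRNA1-1 rose by 2.61 ± 0.62 (0.0138), LIMD1-AS1 by 2.13 ± 0.41 (0.00295), and SNORA38, SNORD37 and SNORA62 by 1.84 ± 0.53 (0.0407), 1.70 ± 0.40 (0.014) and 1.64 ± 0.46 (0.036), while small RNA genes lay 0.73, 0.45 and 0.36 above lacZ in the 3 hairpins. Those 5 calls were lost without lacZ replicate 2. SNORA38 and SNORA62 lost theirs also without replicate 3, and without any 1 of the 3 hairpins. In all 1060 genes passed, 319 higher and 741 lower, but 111 without lacZ replicate 2, 391 without replicate 3 and 441 to 595 without one of the hairpins.

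PARP1 knockdown raised the surface protein CD99 by 2.26 ± 0.18 (adjusted p = 1.17e-08), the enamel protein AMBN by 2.17 ± 0.30 (6.96e-05), BEX1 by 1.83 ± 0.26 (0.000101) and the neuropeptide neurotensin NTS by 1.68 ± 0.25 (0.000157). ERRFI1 fell by 2.93 ± 0.30 (1.03e-06), CGA by 3.36 ± 0.66 (0.0031) and RFPL4A fell by 3.97 ± 0.75 (0.00219). REXO1L1P fell by 3.20 ± 0.34 (1.51e-06), OR2B6 by 2.87 ± 0.22 (9.07e-09) and KRTAP19-1 by 2.75 ± 0.23 (4.17e-08). Of the ATF4 genes 7 fell (9 adjusted over the list alone), the transporter subunit SLC3A2 by 1.13 ± 0.22 (0.00316, a call lost without lacZ replicate 2), with a median of -0.41 (camera adjusted p = 7.06e-05, adjusted p = 0.7 with an estimated correlation). Of 28 poly(A)-binding and deadenylation genes 2 fell (4 adjusted over the list alone), with a median of -0.38 (0.0011, adjusted p = 0.7 with an estimated correlation). Of the histone genes 10 fell and 1 rose (11 and 2 adjusted over the list alone), with a median of -0.14 (0.000652, adjusted p = 0.7 with an estimated correlation).

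The list of PARP relatives and base excision repair did not pass for PARP1 (0.0672, adjusted p = 0.7 with an estimated correlation). The histone list was lost without lacZ replicate 3 (0.0564, range 2.67e-07 to 0.0564). LOX, a collagen crosslinking enzyme (1.81 ± 0.46, 0.0188), and SNORA62 (1.69 ± 0.46, 0.0296) lost their calls without either lacZ array or hairpin 1, SNORA62 also without hairpin 2, and small RNA genes lay 0.52, 0.34 and -0.16 from lacZ in the 3 hairpins. In all 1002 genes passed, 453 higher and 549 lower, but 195 without lacZ replicate 2, 402 without replicate 3, and 536, 555 and 607 without each hairpin in turn.

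PRKDC knockdown had the most calls, 6574 genes, 3612 higher and 2962 lower. RNA 3′ end and poly(A) factors were among the genes that fell. Of the poly(A)-binding and deadenylation list 13 of 28 fell (15 fell and 1 rose adjusted over the list alone), the deadenylase subunit CNOT4 by 1.39 ± 0.24 (adjusted p = 0.000582) and LARP4 by 1.31 ± 0.23 (0.000643), with a median of -0.44 (camera adjusted p = 6.19e-05, adjusted p = 0.532 with an estimated correlation). Of 22 core 3′ end processing genes 8 fell, also adjusted over the list alone, PCF11 by 1.73 ± 0.26 (0.000135) and CSTF3 by 1.45 ± 0.26 (0.000797), with a median of -0.28 (0.00527, adjusted p = 0.532 with an estimated correlation). Of 16 regulators of cleavage and readthrough 4 fell, also adjusted over the list alone (0.00608, adjusted p = 0.532 with an estimated correlation). Of 11 DNA-PK and end joining genes, PRKDC among them, 4 fell and 1 rose (6 and 1 adjusted over the list alone), NHEJ1 by 1.22 ± 0.33 (0.0107) and LIG4 by 0.93 ± 0.22 (0.00453), both calls lost without lacZ replicate 2, with a median of -0.49 (0.0286, adjusted p = 0.532 with an estimated correlation).

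Of the ribosomal protein genes 16 fell and 1 rose in PRKDC knockdown (13 and 1 adjusted over the list alone), with a median of -0.30 (camera adjusted p = 6.61e-05, adjusted p = 0.532 with an estimated correlation). With quantile normalization over all arrays the calls of the core 3′ end (0.221, range 0.00128 to 0.221, median turned to 0.003), readthrough (0.203, range 0.00262 to 0.203), end joining (0.221, range 0.0197 to 0.221) and ribosomal lists (0.0713, range 1.76e-07 to 0.0713) were lost, and that of the poly(A) list stayed. CD99 rose by 1.97 ± 0.18 (adjusted p = 1.43e-07), the spliceosomal RNU4-1 by 2.03 ± 0.38 (0.000987), and SNORA62 by 2.19 ± 0.46 (0.00247). VTRNA1-1, SNORA38 and SNORD37 rose by 2.36 ± 0.62 (0.00848), 2.27 ± 0.53 (0.00471) and 2.05 ± 0.40 (0.00154), but not without lacZ replicate 2. Small RNA genes lay 0.81, 0.88 and 0.60 above lacZ in the 3 hairpins. CGA fell by 3.49 ± 0.66 (0.00119), ERRFI1 by 3.08 ± 0.30 (5.51e-07), REXO1L1P by 3.20 ± 0.34 (1.61e-06), KRTAP19-1 by 3.0 ± 0.23 (7.98e-09) and OR2B6 by 2.88 ± 0.22 (7.98e-09). RFPL4A fell by 3.25 ± 0.75 (0.00434), only by 0.52 in hairpin 3, and not without lacZ replicate 2. The count was 498 without lacZ replicate 2, 2784 without replicate 3 and 4356 without hairpin 1. With no series term 34.4% of the calls were higher, against 54.9%.

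Of 16 FACT and histone chaperone genes 4 fell in SUPT16H knockdown, also adjusted over the list alone, the target included, with the chaperone ASF1B at -0.98 ± 0.24 (adjusted p = 0.013) and the elongation factor SUPT5H at -0.82 ± 0.17 (0.00384), and a median of -0.44 (camera adjusted p = 0.000524, adjusted p = 0.626 with an estimated correlation). Of the histone genes 9 fell and 1 rose (11 and 3 adjusted over the list alone), with a median of -0.12 (0.00896, adjusted p = 0.626 with an estimated correlation). Of the core 3′ end processing genes 3 fell (4 adjusted over the list alone), PCF11 by 1.41 ± 0.26 (0.00156), with a median of -0.28 (0.0158, adjusted p = 0.626 with an estimated correlation). CD99 rose by 2.08 ± 0.18 (5.81e-08) and SNORA62 by 2.75 ± 0.46 (0.000609). Of 15 fibroblast markers 3 rose (4 adjusted over the list alone), with a median of 0.25 (0.0165, adjusted p = 0.626 with an estimated correlation).

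RFPL4A fell by 4.23 ± 0.75 (adjusted p = 0.00114), REXO1L1P by 3.30 ± 0.34 (1.2e-06), and OR2B6 fell by 2.92 ± 0.22 (6.22e-09), KRTAP19-1 by 2.84 ± 0.23 (2.7e-08), ERRFI1 by 2.71 ± 0.30 (3.71e-06) and KRTAP21-2 by 2.43 ± 0.15 (2.2e-10) in SUPT16H knockdown. VTRNA1-1 (2.68 ± 0.62, 0.00934), SNORA38 (2.02 ± 0.53, 0.0206), VTRNA1-3 (1.98 ± 0.41, 0.00463) and SCARNA16 (1.92 ± 0.43, 0.00723) were called only with lacZ replicate 2 in, and small RNA genes lay 0.82, 0.85 and 0.38 above lacZ in the 3 hairpins. Quantile normalization ended the core 3′ end call (0.167, range 0.00911 to 0.167) and the fibroblast call (0.102). The histone call was lost without lacZ replicate 3 (0.102, range 4.7e-05 to 0.102), ASF1B without either lacZ array or hairpins 1 or 2, and SUPT5H without replicate 3. In all 1756 genes passed, 695 higher and 1061 lower, but 178 without lacZ replicate 2, 531 without replicate 3, and 638 and 1080 without hairpins 2 and 3.

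Lists given above for some knockdowns passed against lacZ in others too, by camera at the preset correlation and never with an estimated one. Cholesterol synthesis genes passed as lower in 7 of 8, with PARP1 (adjusted p = 0.0423), PRKDC (0.0139) and SUPT16H (0.0479) losing the call with quantile normalization. The FACT and histone chaperone list passed as lower also in PRKDC (0.00446, median -0.49, 6 of 16 falling) and PARP1 (0.0221, 1 falling). Both were lost with quantile normalization, unlike the SUPT16H call. The poly(A) list passed as lower also in PABPC1 (0.00214, 5 of 28 falling) and SUPT16H (0.00896, 4 falling), both lost with quantile normalization, and in DDX5 (0.0075, 0 falling in limma), lost without hairpin 3 (0.748, range 0.000371 to 0.748). Ribosomal and oxidative phosphorylation genes passed as higher also in CLP1 (0.000393 and 0.000179), HNRNPL (0.000278 and 0.000372) and DDX5 (0.0257 and 0.0075), with at most 1 gene rising in each, and all these calls were lost with no series term or with both lacZ arrays. Oxidative phosphorylation genes did so in PARP1 (0.0439), lost without lacZ replicate 2. G2 and M phase genes and p53 targets passed as lower in PABPC1 (0.0397 each) and PRKDC (0.00963 and 0.0258), and core 3′ end genes in PARP1 (0.042), all lost with quantile normalization. Of the calls in this paragraph those of PARP1, those of DDX5, cholesterol in SUPT16H, p53 in PRKDC, and p53 and G2 and M phase in PABPC1 were also lost without a single array.

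Neuronal lineage markers passed as lower in 7 of 8 (adjusted p 0.00321 in PABPC1 to 0.0423 in PARP1, 0.0621 in PRKDC, smallest adjusted p of the 8 with an estimated correlation 0.532), led by neurofilament genes NEFH and NEFL, but in each of the 7 only 2 to 4 of 18 genes fell, and in PARP1 9 values were higher and 9 lower. Calls were lost in CLP1 (both lacZ arrays, 0.137, range 0.0223 to 0.137; also quantile normalization and without hairpin 2), DDX17 (without hairpin 1, 0.0803, range 0.014 to 0.0803; also both lacZ arrays) and PARP1 (without hairpin 1, 0.0692, range 0.0205 to 0.0692; also without hairpin 2 and with no series term).

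Other lists passed as lower in a few knockdowns, none with an estimated correlation. For DEAD box helicases these were DDX5 (0.00379, 0 of 26 genes falling in limma), PARP1 and SUPT16H (1 each) and PRKDC (6), and all were lost, DDX5 without hairpin 3 (0.446, range 0.00026 to 0.446) and the rest with quantile normalization. For hnRNP genes they were PRKDC (0.00608, 7 of 20 falling and 1 rising) and SUPT16H (2 falling), both lost with quantile normalization (0.544 in PRKDC, range 0.000838 to 0.544). For blood cell markers they were CLP1 (0.0211) and HNRNPL, 1 of 13 falling in each, both lost with both lacZ arrays. In 1 knockdown each passed heat shock genes (0.0423, PARP1, 2 of 14 falling), housekeeping genes (0.0056, DDX5, 0 of 18) and target partners (0.0184, PRKDC, 2 of 13). Those calls were lost with quantile normalization (0.367, range 0.0183 to 0.367), without hairpin 3 (0.672, range 0.000104 to 0.672) and with quantile normalization (0.459, range 0.00708 to 0.459). The knockdown targets as a list passed in 3 (0.00635 in DDX5, with 0 of 9 falling, 1 in PARP1 and 3 in PRKDC), each of which includes its own target, and were lost in DDX5 without hairpin 3 and in the other two with quantile normalization. Interferon-stimulated genes (0.412), TGFβ and matrix genes (0.15), tRNA splicing genes with the partners of CLP1 (0.19), S phase genes (0.0801) and keratinocyte markers (0.0884) passed in 0 of 8, those values being their smallest adjusted p by camera. Across all comparisons 156 of 476 list tests passed with the preset correlation and 0 with an estimated one, where the smallest adjusted p = 0.11 and 13 had an unadjusted p under 0.05. With no series term, the lacZ arrays as one control with the shared one averaged, the median of all genes became 0.24, 0.25, 0.27 and 0.23 in CLP1, DDX17, DDX5 and HNRNPL. The share of higher calls became 94.4%, 90.7%, 93.8% and 91.7% there, against 35.2%, 43.8%, 20.6% and 38.2%, and 13.5%, 25% and 16.3% in PABPC1, PARP1 and SUPT16H, against 30.1%, 45.2% and 39.6%.

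The ATF4 list differed most between the series. Each array's list median lay from -0.011 to 0.711 relative to lacZ in the first-series knockdown arrays, CPSF6 at 0.345 included, and from -0.533 to 0.101 in those of the second. The median over the list of the mean effect of a series was 0.50 in the first series and -0.33 in the second, a difference of 0.83 (camera adjusted p = 7.24e-24 over 28 lists, adjusted p = 0.0483 with an estimated correlation). At the preset correlation 10 other lists differed too, among them ribosomal proteins (by 0.28, 3.07e-11), p53 targets (0.40, 2.11e-05), the Aire-sensitive (-0.14, 0.00169) and poly(A) lists (0.26, 0.00174) and oxidative phosphorylation (0.28, 0.00439), but not with an estimated one (smallest 0.248).

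**Figure D2:**
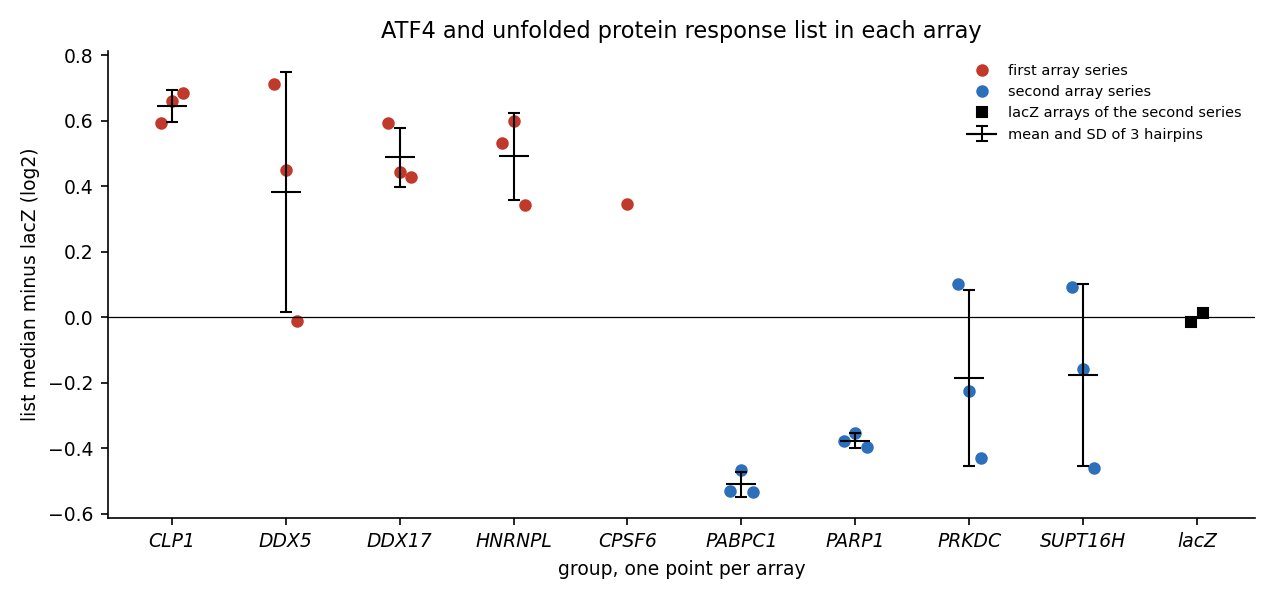
Median log2 value of the ATF4 and unfolded protein response list in each array minus lacZ (vertical), one point per array by group, with the mean and SD of 3 hairpins. First-series knockdown arrays (red) run from -0.011 to 0.711 and second-series ones (blue) from -0.533 to 0.101.

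**Figure D3:**
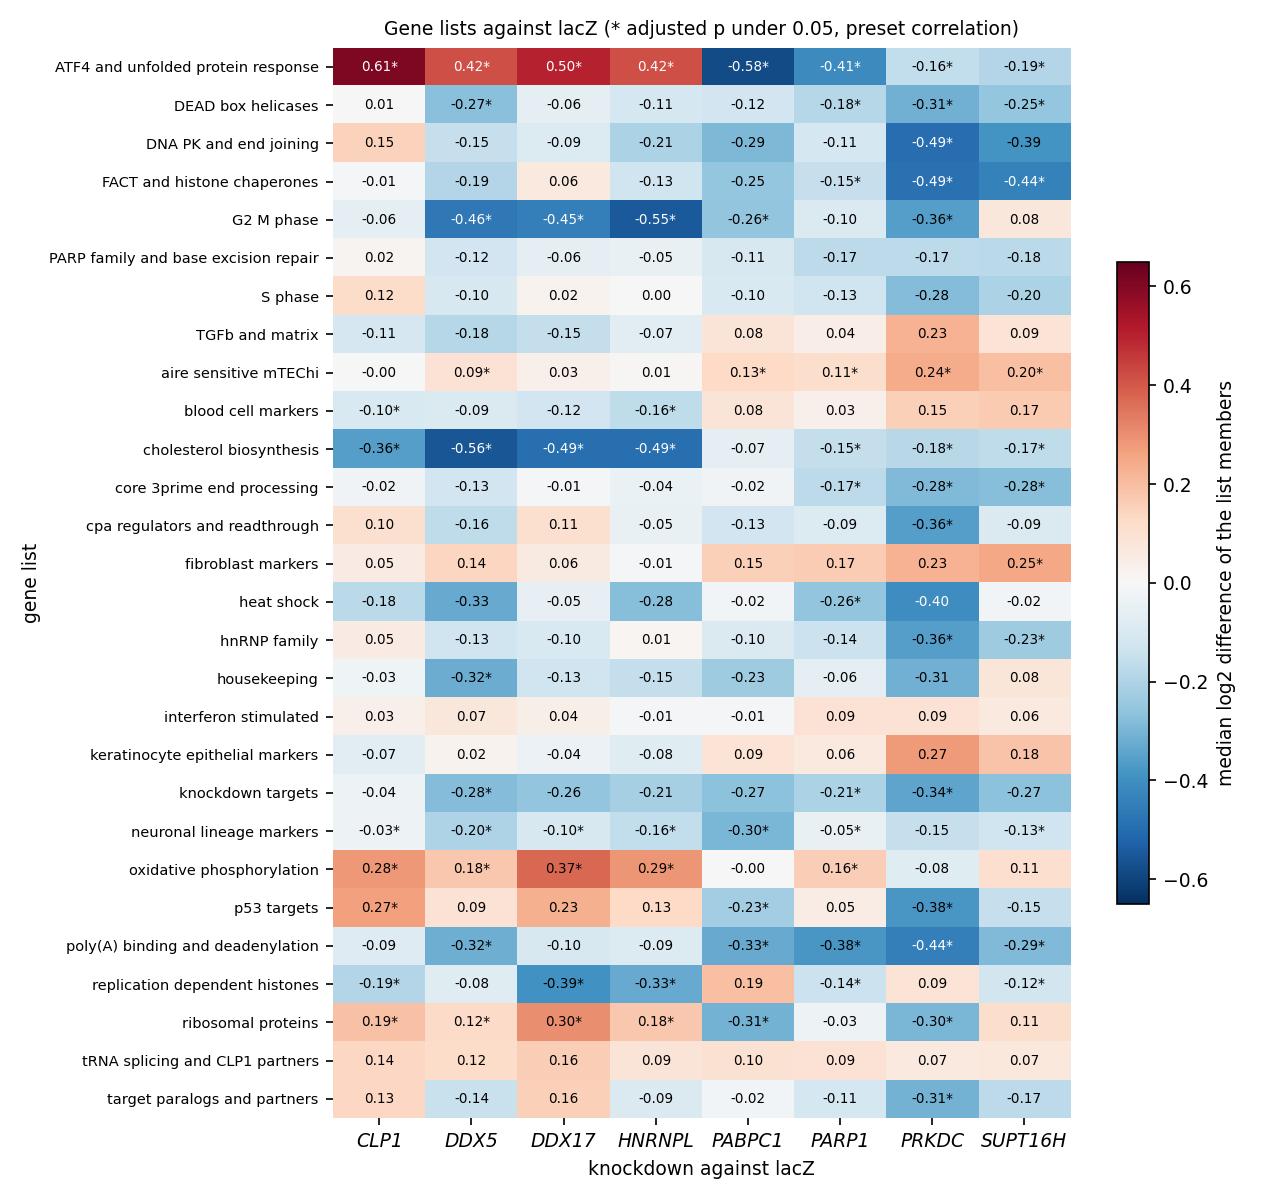
Median log2 difference from lacZ of the members of each of the 28 lists (vertical) in each knockdown (horizontal), in colour and as the printed value, with an asterisk for an adjusted p under 0.05 at the preset correlation and none passing with an estimated one. ATF4 medians run from 0.42 to 0.61 in the first 4 columns and from -0.58 to -0.16 in the last 4, where quantile normalization turned the PRKDC median to 0.036; its core 3′ end median turned likewise (0.003), and with no series term first-series medians move up with those of all genes.

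**Figure D4:**
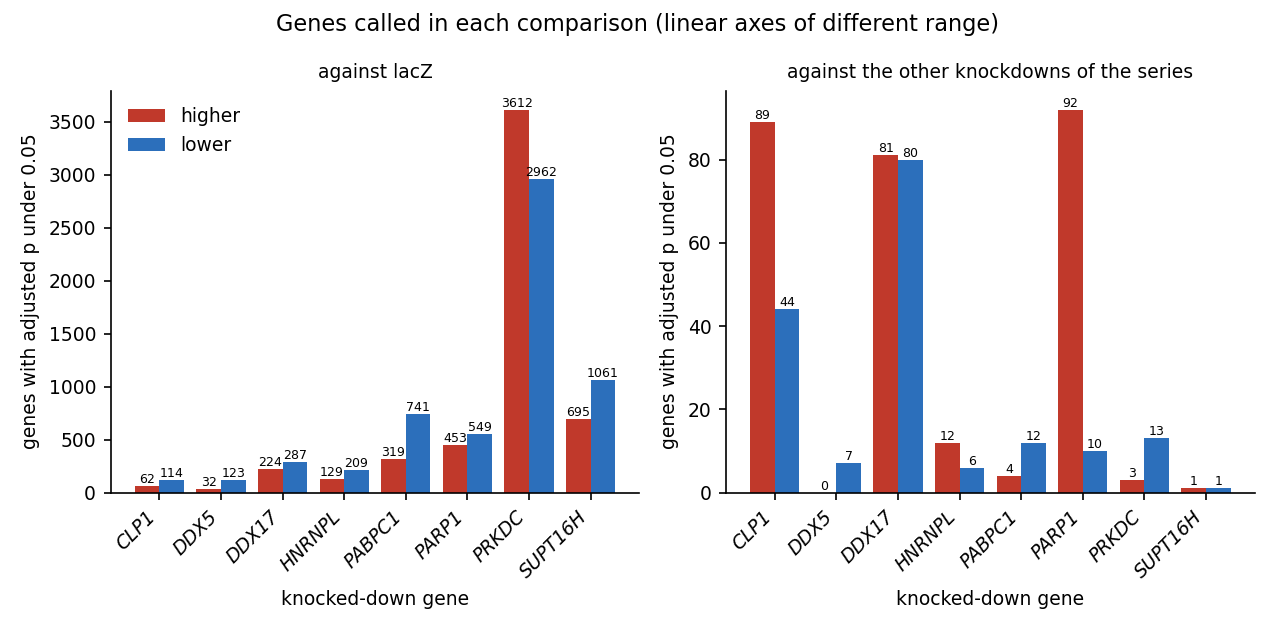
Genes past an adjusted p of 0.05 in each knockdown (horizontal), higher in red and lower in blue, against lacZ (left) and against the other knockdowns of the series (right, smaller range). Counts against lacZ reach 3612 higher and 2962 lower in PRKDC, which without lacZ replicate 2 had 498 calls in all, and 92 higher and 10 lower in PARP1 is the most uneven split of the right panel with over 100 calls.

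A further comparison left out the shared lacZ arrays and set each knockdown against the mean of the other knockdowns of its series. A gene or list that moves in any of them is thus shifted the opposite way in the rest. Calls in several knockdowns, as for CD99, GATM and histones, are not independent. The only 2 genes called for SUPT16H were SUPT16H itself (-1.70 ± 0.15, adjusted p = 4.09e-07) and PABPC1 (1.08 ± 0.14, 0.000671), which is one of the knockdowns in its reference.

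CLP1 knockdown kept the proton pump gene ATP6V0D2 higher, by 1.26 ± 0.13 (adjusted p = 1.41e-05), and GATM, which makes guanidinoacetate for creatine, by 1.19 ± 0.18 (0.00184), RNF122 by 1.05 ± 0.21 (0.0157) and SLC25A15, a mitochondrial ornithine carrier, by 0.94 ± 0.18 (0.0124). CD99 fell by 1.21 ± 0.13 (1.41e-05), the pseudogene PFN1P2 by 1.15 ± 0.19 (0.00383), and SNORD14C and SNORD37 by 1.35 ± 0.30 (0.0385) and 1.22 ± 0.29 (0.0488), with small RNA genes lower in CLP1 (0.16 above lacZ on average) than in DDX17, DDX5 and HNRNPL (0.67, 0.82 and 0.71). For G2 and M phase 25 of 28 values were higher, with a median of 0.28 (camera adjusted p = 8.4e-05, adjusted p = 0.902 with an estimated correlation), and 0 passed singly in limma but 2 adjusted over the list alone. In all 133 genes passed, 89 higher and 44 lower, but 35, 13 and 8 without each hairpin in turn, and only ATP6V0D2 and CD99 of 12 named genes kept their calls whichever hairpin was left out and with the first series fitted alone. Median centring turned the split to 32.1% higher from 66.9%.

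DDX17 knockdown raised the zinc finger gene ZNF429 by 1.51 ± 0.26 (adjusted p = 0.00269), the flagellar gene CFAP61 by 1.48 ± 0.18 (0.000116), the fucosyltransferase FUT3 by 1.45 ± 0.18 (0.000116), MTUS2-AS1 by 1.35 (0.00015) and AMBN by 1.33 ± 0.22 (0.00216). It lowered ZNF76 by 1.0 ± 0.12 (0.000116), the metabolic enzymes IDH2, PFKL and PHYH by 0.95 ± 0.15 (0.00172), 0.86 ± 0.14 (0.00216) and 0.82 ± 0.13 (0.00203), and DDX17 itself by 1.13 ± 0.14 (0.000116). Of the histone genes 41 of 43 had lower values, with a median of -0.19 (camera adjusted p = 1.05e-07, adjusted p = 0.995 with an estimated correlation), 0 past limma singly and 2 adjusted over the list alone. In all 161 genes passed, 81 higher and 80 lower, but 92, 41 and 28 without each hairpin in turn. ELSPBP1 (1.32 ± 0.28, 0.0192) and GATM (-0.84 ± 0.18, 0.021) lost their calls without hairpin 2 or hairpin 3, and ZNF429 (0.0721, range 4.61e-05 to 0.0721), AMBN (0.0503, range 0.000147 to 0.0503) and PFKL (0.0797, range 7e-06 to 0.0797) with the first series fitted alone. Median centring and quantile normalization moved the share of higher calls to 76.9% and 69.3% from 50.3%.

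DDX5 knockdown lowered 7 genes and raised 0, by limma, with 1695 at an unadjusted p under 0.05. Beside DDX5 they included ZNF43 (-1.10 ± 0.20, adjusted p = 0.0217), CD99 (-0.94 ± 0.13, 0.00161), ZNF808 (-0.87 ± 0.11, 0.00061), ZNF528 (-0.76 ± 0.13, 0.0185) and NALCN, a sodium leak channel (-0.66 ± 0.12, 0.0236). Of the histone genes 41 of 43 had higher values, with a median of 0.22 (camera adjusted p = 8.71e-09, adjusted p = 0.542 with an estimated correlation), and 0 passed singly in limma, also adjusted over the list alone. The other 15 lists that passed for DDX5 were lost or turned without hairpin 3, and oxidative phosphorylation and S phase genes then passed as higher. The gene count was 3159 without hairpin 1 and 3 without either other hairpin, and CD99 and ZNF808 alone of 6 named genes kept their calls whichever hairpin was left out. With the first series fitted alone these also missed (0.0551 each).

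HNRNPL knockdown raised CD99 by 1.18 ± 0.13 (adjusted p = 4.37e-05) and the zinc finger genes ZNF808 and ZNF528 by 0.83 ± 0.11 (0.00065) and 0.82 ± 0.13 (0.00447). It lowered the neighbouring genes ZNF117 and ERV3-1 by 1.30 ± 0.19 (0.00175) and 1.20 ± 0.19 (0.00447), GATM by 1.04 ± 0.18 (0.0121) and the prostaglandin receptor PTGER2 by 0.72 ± 0.11 (0.00392). Of 28 G2 and M phase genes 25 had lower values, with a median of -0.28 (camera adjusted p = 5.26e-06, adjusted p = 0.97 with an estimated correlation), and 0 passed singly in limma, also adjusted over the list alone. In all 18 genes passed, 12 higher and 6 lower, 4 without hairpin 1 and 9 without hairpin 2. Which direction held most of these calls turned in some settings. CD99, ZNF808, ZNF117 and PTGER2 were the 4 of 12 named genes that kept their calls whichever hairpin was left out, ZNF117 losing its with the first series fitted alone (0.113, range 2.35e-07 to 0.113).

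Of 43 histone genes 38 had higher values in PABPC1 knockdown than in the rest of the series and 2 rose over all genes, 21 adjusted over the list alone, with H2AC15 at 0.95 ± 0.15 (adjusted p = 0.00664) and H2AC12 at 1.04 ± 0.21 (0.0425) and a median of 0.38 (camera adjusted p = 3.61e-22, adjusted p = 0.11 with an estimated correlation). Ribosomal protein genes were lower in 54 of 57 values, with a median of -0.23 (1.78e-11, adjusted p = 0.563 with an estimated correlation), and 0 passed singly in limma, also adjusted over the list alone. NDRG1, a hypoxia-induced gene, fell by 1.52 ± 0.22 (0.0021), the glycolytic enzymes ENO2 and PGK1 by 1.10 ± 0.19 (0.0229) and 0.89 ± 0.17 (0.0316), RASSF2 by 0.86 ± 0.15 (0.0235) and PABPC3, a near-identical paralog of PABPC1, by 0.93 ± 0.14 (0.0021). In all 16 genes passed, 4 higher and 12 lower, 24 without hairpin 1 and 3 without either other hairpin. NDRG1 (0.135, range 4.91e-07 to 0.135), ENO2 and PGK1 (0.384 each) lost their calls without hairpin 2, and H2AC15 without hairpin 1 or 3, so that of 10 named genes PABPC1 and PABPC3 kept theirs whichever hairpin was left out, while median centring and quantile normalization moved the share of higher calls to 42.1% and 49.1% from 25%.

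PARP1 knockdown raised ACTA2, smooth muscle actin, by 1.03 ± 0.15 (adjusted p = 0.0022), IGFBP5, an insulin-like growth factor binding protein, by 1.02 ± 0.21 (0.031), TXLNB by 0.96 ± 0.14 (0.00378) and KIAA1107 by 1.02 (0.0233). CCN1, a matrix signalling protein, fell by 0.66 ± 0.15 (0.0449) and the translation release factor ETF1 by 0.50 ± 0.12 (0.0486). Of 28 p53 targets 1 rose, DDB2 by 0.58 ± 0.13 (0.0408), and 8 adjusted over the list alone, with a median of 0.36 (camera adjusted p = 0.000322, adjusted p = 0.855 with an estimated correlation). Histone genes had a median of -0.16 with 1 fall, also adjusted over the list alone (0.000322, adjusted p = 0.855 with an estimated correlation). In all 102 genes passed, 92 higher and 10 lower, but 7, 6 and 4 without each hairpin in turn, and of the named genes ACTA2 and PARP1 alone kept their calls. Median centring moved the share of higher calls to 69.8% from 90.2%, and PRKDC and SUPT16H also read as higher because both are knockdowns in the reference.

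PRKDC knockdown lowered GGH, a folate hydrolase, by 1.24 ± 0.21 (adjusted p = 0.00916), NTS by 1.22 ± 0.18 (0.00436) and the endosomal protein CHMP2B by 1.16 ± 0.21 (0.0229), and the pocket protein RBL2 fell by 1.14 ± 0.19 (0.00916), as did the myosin MYO6 by 1.07 ± 0.16 (0.00436). Small rises were called for PCDHB3 (0.46, 0.0356) and FMOD (0.37, 0.0407). Ribosomal protein genes had a median of -0.24 (camera adjusted p = 6.58e-10, adjusted p = 0.619 with an estimated correlation) with 0 falls over all genes in limma and 4 adjusted over the list alone. Of the poly(A) list 0 passed over all genes, 11 fell and 2 rose adjusted over the list alone, with a median of -0.30 (0.000375, adjusted p = 0.619 with an estimated correlation). In all 16 genes passed, 3 higher and 13 lower, but 2 without hairpin 1 and 10 without hairpin 3. GGH (0.156, range 1.26e-07 to 0.156), NTS (0.0716, range 0.000128 to 0.0716) and CHMP2B (0.199, range 9.51e-09 to 0.199) lost their calls without hairpin 1, and MYO6 without hairpin 3 (0.0619, range 1.32e-05 to 0.0619). PRKDC alone of 9 named genes kept its call whichever hairpin was left out.

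SUPT16H knockdown held 55 of 57 ribosomal protein genes above the other second-series knockdowns, with a median of 0.30 (camera adjusted p = 1.04e-24, adjusted p = 0.462 with an estimated correlation), 0 past limma singly and 19 adjusted over the list alone. G2 and M phase genes had a median of 0.29 (5.17e-07, adjusted p = 0.933 with an estimated correlation), 0 singly and 3 adjusted over the list alone. Histone genes had a median of -0.16 (0.000124, adjusted p = 0.933 with an estimated correlation), 0 singly, 3 lower and 1 higher adjusted over the list alone. The count of 2 genes was 12 without hairpin 3, and quantile normalization moved the share of higher calls to 66.7% from 50%.

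DDX5 and DDX17, paralogous helicases, were also set against each other. The zinc finger genes ZNF429, ZNF91 and ZNF43 were lower in DDX5 than in DDX17 knockdown, by -2.04 ± 0.31 (adjusted p = 0.00107), -1.64 ± 0.27 (0.00229) and -1.59 ± 0.24 (0.000861), as were FUT3 (-1.72 ± 0.22, 0.000142), CFAP61 (-1.70 ± 0.22, 0.000142) and AMBN (-1.58 ± 0.27, 0.0031). The metabolic genes IDH2, GATM, PFKL and PHYH were higher, by 1.18 ± 0.19 (0.00136), 1.15 ± 0.22 (0.0109), 0.92 ± 0.17 (0.00884) and 0.92 ± 0.16 (0.00564), as was the zinc finger gene ZNF76 (0.85 ± 0.15, 0.00597), and no list of zinc finger genes was tested. DDX5 itself differed by -1.19 ± 0.20 and DDX17 by 1.05 ± 0.17 (0.00242 each). Of 43 histone genes 42 had higher values in DDX5, with a median of 0.28 (camera adjusted p = 5.07e-11, adjusted p = 0.67 with an estimated correlation), 0 past limma singly and 7 adjusted over the list alone. By camera 11 lists passed as lower in DDX5, led by ribosomal proteins (adjusted p = 6.42e-06), and none with an estimated correlation. All 11 were lost with quantile normalization, and lost or turned without hairpin 3 of DDX5. In all 91 genes passed, 19 higher and 72 lower in DDX5, but 2480 without hairpin 1 of DDX5, 36 without its hairpin 2, and 45 and 40 without hairpins 2 and 3 of DDX17. Median centring left 10.1% of calls higher, against 20.9%.

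The study asked whether these factors keep up the expression of Aire-sensitive genes, those that the autoimmune regulator Aire turns on in mature medullary thymic epithelial cells. The list used here is the one the study gives for mouse thymic cells, of Aire-sensitive genes with proximal poly(A) sites. Matched by human symbol, 558 of 696 listed genes were measured on the arrays. For its own test on these arrays the study took Aire-sensitive genes from HEK293 cells transfected with Aire, a different list that was not used here, so the values below do not repeat that test. In CLP1 knockdown 270 of these genes had higher and 288 lower values than lacZ, with 3 rises and 3 falls, also adjusted over the list alone. The list's median was -0.0042 and its mean 0.0168, and camera read it as up with an adjusted p of 0.897 over the 8 knockdowns. ATP6V0D2 (2.02 ± 0.23) was a member that rose. DDX17 (adjusted p = 0.353) and HNRNPL (0.571) did not pass either, with 5 higher and 5 lower (5 and 3 adjusted over the list alone), and 4 and 4 (also adjusted over the list alone).

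In the second series the list passed as higher than other genes at the preset correlation. The gap between list and other medians was 0.152 in PRKDC (adjusted p = 3.63e-05), 0.135 in SUPT16H (1.82e-05), 0.0918 in PABPC1 (0.00073) and 0.0762 in PARP1 (0.000186), and 0.0746 in DDX5 of the first series (0.00758). PRKDC had 172 members higher and 36 lower (176 and 36 adjusted over the list alone), SUPT16H 32 and 15 (31 and 14), PARP1 26 and 10 (28 and 11), PABPC1 16 and 10 (11 and 9) and DDX5 1 and 3 (1 and 4). With an estimated correlation the adjusted p = 0.55 in the second-series knockdowns and 0.614 in DDX5, whose call was also lost without hairpin 3 (0.897, range 0.000299 to 0.897). Quantile normalization ended the calls of PABPC1 (0.234), PARP1 (0.0635) and PRKDC (0.0971), with ranges over their alternatives of 0.000129 to 0.824, 2.7e-05 to 0.55 and 5.81e-06 to 0.758. The member PLK2 fell in all 8 knockdowns, by 1.66 to 2.48. No knockdown had the list lower than lacZ past the threshold by camera, and against the other knockdowns PABPC1 alone did (median -0.0587, adjusted p = 0.0219 over 28 lists, adjusted p = 0.563 with an estimated correlation), a call lost without hairpin 2 (0.175).

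Each hairpin was also read singly, by where the list's median fell among 10000 random lists of like expression. Against lacZ 0 of 25 hairpins lay at or below the 5th percentile and 16 at or above the 95th, with CLP1 hairpins 1, 2 and 3 at 99.8, 92.3 and 89.9. Against the other knockdown arrays of the series the CLP1 hairpins lay at 66.7, 48.8 and 39.0. By that reference 3 hairpins were low, HNRNPL hairpin 1 at 0.02 and PABPC1 hairpins 2 and 3 at 0 and 0.04. The 3 high ones were CPSF6 at 97.2, PARP1 hairpin 1 at 98.8 and SUPT16H hairpin 2 at 99.5. These percentiles describe single arrays and carry no p-value.

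**Figure D5:**
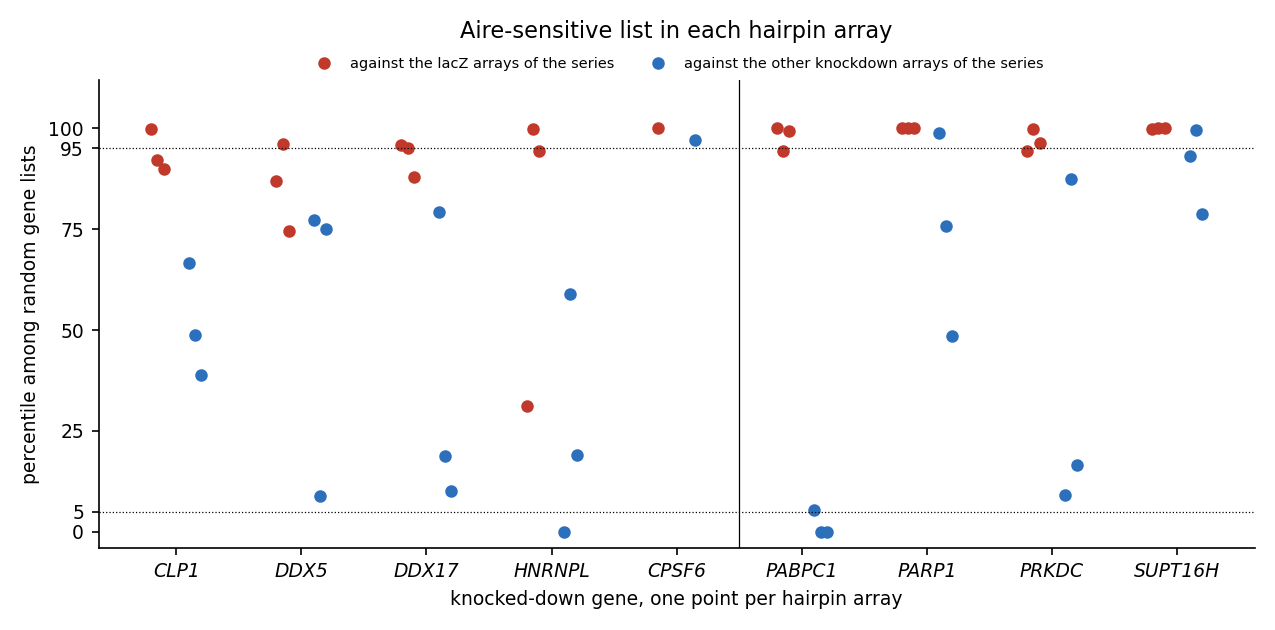
Percentile of the Aire-sensitive list's median log2 difference among 10000 random lists (vertical) for each hairpin array (one point each, horizontal by target), against lacZ (red) and against the other knockdown arrays of the series (blue), with dotted lines at 5 and 95. Against lacZ 16 of 25 points reach 95 and 0 reach 5, while against the other knockdowns 3 lie at each end.

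Hairpins of one target resembled each other more than hairpins of different targets. With gene values centred within the series, the mean correlation across genes was 0.21 between hairpins of one target and -0.14 between hairpins of different targets, a difference of 0.34 (one-sided permutation p = 4e-05, 100000 permutations of the targets within series). Genes are not independent replicates, and the permutation is over arrays. CLP1 hairpins were most alike (0.50), then PARP1 (0.44), PABPC1 (0.28), PRKDC (0.27), DDX17 (0.26), SUPT16H (0.11) and HNRNPL (0.06). DDX5 hairpins averaged -0.27, from -0.76 to 0.19.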

Values the study reported

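The study estimated that about 35% of the genes with a possible proximal poly(A) site have at least 2 array probes in the distal part of their 3′ UTR. It measured a knockdown of CLP1 of 75% with shRNA 2 and of 72% with shRNA 3. For expression on the arrays it tested only the factors it had linked to 3′ UTR shortening, CLP1, HNRNPL, PARP1, DDX5 and DDX17. Among these, by its account, Aire-sensitive genes were significantly lower with 2 hairpins for CLP1 alone.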

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

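The tests of a chance value in the first-series lacZ array and of a culture or handling difference between the series were chosen only after the result was seen, as were the removal of the span trend and the small RNA covariate.

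A difference between groups: the median over the ATF4 and unfolded protein response list of the mean effect against lacZ was 0.8325 higher in the first series than in the second, with the shared lacZ array on both sides (0.50 against -0.33; camera adjusted p = 7.24e-24, adjusted p = 0.0483 with an estimated correlation). Against the separate normalization of the series as its whole cause, quantile normalization over all arrays kept 0.849 of the difference, 0.71 of 0.83. Still open is a culture or handling difference, since the series hold different targets: 12 of 13 first-series knockdown arrays, CPSF6 included, lay above every second-series one, the exception being hairpin 3 of DDX5 at -0.011. This and the identity of the targets as a biological cause cannot be told apart, because no target was knocked down in both series. The list may thus reflect either.

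A second pattern is the 69 genes lower in all 4 first-series knockdowns against lacZ (15 were higher, for which no cause was tested). Simulations that share a control but hold no changes gave at most 0 such genes in 20 runs. They cannot show the overlap that a deviant control would give. Independent lists would give 0.000135 and 9.18e-06. The mean covariance between comparisons was 0.102 against 0.0476 simulated, and the mean correlation 0.77 against 0.749. The tables argue against a chance value of the single first-series lacZ array: for the 69 genes the other lacZ array kept a median of 0.85 of the gap (quartiles 0.787 and 0.979). Separate normalization stays open as part of it, as 78.3% of the genes were still called in all 4 after quantile normalization of all arrays. A difference of any gene-targeting hairpin from lacZ may contribute. In the CPSF6 array 94.2% of the genes were also lower, by a median of 0.653 of the gap. That share cannot decide it, as the array is read against the same lacZ array by which the genes were chosen. Part may come from the shared control, while neither uninfected cells nor a second control hairpin were analysed here.

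The third pattern is the 6574 calls of PRKDC against lacZ, from 2 lacZ arrays and 3 hairpins. Removing each array's trend with genomic span and level left a share of 0.622 of the calls, which decides neither way. RNA recovery, as read from small RNA levels, may account for many of them: with that level as a covariate a share of 0.117 was left (771 genes), as the median change fell from 0.64 to 0.42 at a standard error of 0.194 before and 0.198 after, with 100% of the called genes keeping their sign. Loss of PRKDC as the biological cause stays open too, since hairpin 3 resembled the other hairpins by a mean correlation across genes of 0.32 (0.788 between hairpins 1 and 2) and 4890 genes were called without it.

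Other splits of the arrays into groups of the same sizes, 100 per comparison, tested the counts against the other knockdowns. By a share of splits under 0.05, with no correction over the comparisons, chance could be excluded for DDX17 (161 genes, 4 splits as large, highest other 7388), PABPC1 (16 genes, 4 splits, 661), PARP1 (102 genes, 2 splits, 537) and PRKDC (16 genes, 2 splits, 20). The margin is small for DDX17 and PABPC1, as the other splits were drawn at random. Chance could not be excluded for CLP1 (133 genes, 6 splits, 8461), DDX5 (7 genes, 10 splits, 5032), HNRNPL (18 genes, 5 splits, 7999) and SUPT16H (2 genes, 11 splits, 612). Which arrays were grouped in the splits of the first series that call the most genes was not examined, so the cause of those counts was not tested. For DDX5 against DDX17 the 10 possible splits are too few for a share under 0.05, and 2 gave as many as the real 91 genes or more, the highest other being 591.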

How the results depend on the processing

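The settings with both lacZ arrays for every knockdown, with arrays standing apart left out, with the small RNA level and with the span trend removed were tests chosen only after the results were seen. No paired analysis was possible because the hairpin numbers name different sequences in different genes and the lacZ arrays carry no such number. Of the calls of single genes and the Aire-sensitive tests against lacZ none reversed. Against the other knockdowns the direction of the Aire-sensitive list in DDX5 turned without hairpin 3. Which direction held most of the calls did turn: against lacZ with no series term in CLP1 (94.4% higher against 35.2%), DDX17 (90.7% against 43.8%), DDX5 (93.8% against 20.6%), HNRNPL (91.7% against 38.2%) and PRKDC (34.4% against 54.9%), where that setting moves all genes of a series together. In PRKDC it also turned without either lacZ array, with dim genes left out and at a fold of at least 1.5 (1333 higher and 2531 lower), and in CLP1 against the other knockdowns with median centring (32.1% against 66.9%). For DDX17, HNRNPL and PABPC1 against the other knockdowns and DDX5 against DDX17 it turned in some settings too. In DDX5 against the other knockdowns the oxidative phosphorylation and S phase lists passed as higher without hairpin 3 and as lower with it (adjusted p over the arrays left out at most 0.0127 and 0.00955). Of the values for targeted genes 101 kept their side of the threshold, 10 came to pass and 1 no longer passed. Of the counts 84 stayed within 1.5 times and 68 moved against lacZ, 51 and 69 against the other knockdowns, and 8 and 9 for DDX5 against DDX17. For named genes 6403 values against lacZ kept their call and 877 lost it, and 1013 and 326 against the other knockdowns, with 2 gained. Of the values for the Aire-sensitive list 117 kept their side of the threshold and 19 no longer passed. The 117 include those of CLP1, DDX17 and HNRNPL, which passed in no setting. Agreement between hairpins kept its call in 11 of 11. Of the single hairpin percentiles under the other references 22 stayed and 28 moved. Signal over background was not measured, and may limit CLP1, whose mean level lies at the 40.9th percentile of genes, with the other targets at the 96.6th or above. Where a cause is not given by the setting itself (fewer genes, fewer arrays), the cause was not tested. With a lone lacZ array left in the second series, that array was assumed to vary like the other groups.

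Counts are given first against lacZ and then against the other knockdowns. With each series fitted alone CLP1 had 55 and 4 genes, DDX17 153 and 19, DDX5 47 and 0 (by limma; 1695 at an unadjusted p under 0.05 when both series were fitted together), HNRNPL 97 and 3, PABPC1 3364 and 75 and PARP1 2138 and 1319. PRKDC had 3248 against the other knockdowns, SUPT16H 4338 against lacZ, and DDX5 against DDX17 19. DDX17 itself stayed at -1.33 (adjusted p = 0.06, range 2.26e-05 to 0.06). With no series term CLP1 had 3344, DDX17 3814, DDX5 3221 and HNRNPL 2581 genes against lacZ, and the targets read -0.674 for DDX5 (0.0411, range 0.00474 to 0.22) and -0.794 for HNRNPL (0.0268, range 0.00422 to 0.403).

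With dim genes left out, fewer genes being tested, CLP1 had 80 and 28 genes, DDX5 92 and 2, HNRNPL 192 and 6, PRKDC 4164 against lacZ, and against the other knockdowns DDX17 104, PABPC1 34, PARP1 12, with 31 for DDX5 against DDX17. The Aire-sensitive gap of PABPC1 was 0.1347 (adjusted p = 0.0525). With array weights the counts were 1136 and 4823 for CLP1, 1684 and 1394 for DDX17, 958 and 3840 for DDX5, 1352 and 768 for HNRNPL, 6160 and 2232 for PABPC1, 3935 and 4684 for PARP1, 10507 and 5339 for PRKDC, 6812 and 1040 for SUPT16H and 2786 for DDX5 against DDX17. The targets then read -0.555 for CLP1 (0.0191, range 0.0191 to 0.416), -0.962 for DDX5 (0.00474) and -1.033 for HNRNPL (0.00422), and the Aire-sensitive gap of DDX5 0.0267 (0.556, range 0.000299 to 0.897).

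With both lacZ arrays for every knockdown CLP1 had 689, DDX17 1565, DDX5 512 and HNRNPL 772 genes against lacZ, with targets at -0.59 for CLP1 (adjusted p = 0.0192), -0.961 for DDX5 (0.0161) and -1.074 for HNRNPL (0.00845). With arrays standing apart left out the counts were 698 and 255 for CLP1, 1789 and 805 for DDX17, 456 and 14 for DDX5, 939 and 45 for HNRNPL, 4652 and 1169 for PABPC1, 3146 and 1967 for PARP1 and 5701 and 220 for SUPT16H, with 2652 for PRKDC against the other knockdowns and 277 for DDX5 against DDX17. With the small RNA level as covariate they were 310 and 46 for CLP1, 820 and 382 for DDX17, 611 and 118 for PABPC1 and 380 and 27 for SUPT16H, with 82 for DDX5 and 771 for PRKDC against lacZ and 12 for PARP1 against the other knockdowns. With the span trend removed DDX17 had 909 and HNRNPL 568 against lacZ, DDX5 302 and 3, PRKDC 4092 and 35, PABPC1 156 and SUPT16H 15 against the other knockdowns, and DDX5 against DDX17 160.

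With quantile normalization over all arrays the counts against the other knockdowns were 69 for CLP1, 101 for DDX17, 169 for PABPC1, 163 for PARP1 and 389 for PRKDC. DDX5 itself read -0.976 (adjusted p = 0.0228), and the Aire-sensitive gap 0.0326 in DDX5 (0.183), 0.0263 in PABPC1 (0.234, range 0.000129 to 0.824), 0.047 in PARP1 (0.0635, range 2.7e-05 to 0.55) and 0.0477 in PRKDC (0.0971, range 5.81e-06 to 0.758). With lacZ and CPSF6 added to the other knockdowns as reference CLP1 had 66, DDX17 245, PRKDC 1013 and SUPT16H 18 genes. With no trend PABPC1 had 28, and with median centring PARP1 53 and PRKDC 33, all against the other knockdowns. At a fold of at least 1.5 PRKDC had 3864 against lacZ. Read against the other knockdown arrays, 3 single hairpins lay at or below the 5th percentile and 3 at or above the 95th, against 0 and 16 with lacZ.

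With an estimated correlation the number of lists past the threshold was 0 in each of the 17 knockdown comparisons by camera (the difference between the series, where the ATF4 list passed, is not among them), with 13 of 476 at an unadjusted p under 0.05. The Aire-sensitive gaps were then 0.0746 in DDX5 (adjusted p = 0.614), 0.0918 in PABPC1, 0.0762 in PARP1, 0.1525 in PRKDC and 0.135 in SUPT16H (0.55 each, which ends the range of SUPT16H that starts at 3.23e-06). By fry, which tests the list against no change and not against other genes, the list missed in DDX5 (adjusted p = 0.44), PABPC1 (0.11) and PARP1 (0.0886). By camera with members above the 40th percentile alone the gaps missed in DDX5 (0.0923, 0.183), PABPC1 (0.0106, 0.824), PRKDC (0.069, 0.758) and SUPT16H (0.1227, 0.102).

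Leaving out each array in turn gave ranges of counts against lacZ of 88 to 149 for CLP1, 277 to 554 for DDX17, 179 to 626 for DDX5, 196 to 250 for HNRNPL, 111 to 595 for PABPC1, 195 to 607 for PARP1, 498 to 5741 for PRKDC and 178 to 1189 for SUPT16H. Against the other knockdowns they were 8 to 35, 28 to 92, 3 to 3159, 4 to 20, 3 to 24, 4 to 7, 2 to 22 and 2 to 12 in the same order, and 36 to 2480 for DDX5 against DDX17. In DDX5 the target ran from -1.133 (adjusted p = 0.033) to -0.902 (0.129) and the Aire-sensitive gap from 0.007 (0.897) to 0.1042 (0.000584). The lowest counts of the second series against lacZ came without lacZ replicate 2, and the highest of DDX5 without its hairpin 1.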

Other observations

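The genes and groups described here were chosen only after their values were seen, and no tests were added for them.

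Some genes were lower than lacZ in all 8 knockdowns, 58 by the call in each. Those named here were picked by hand, and no group among them was tested. The means over the first and the second series were -2.47 and -2.80 for the EGF receptor inhibitor ERRFI1, -1.23 and -1.07 for the nuclear receptor NR4A2, -0.88 and -0.76 for NR4A1, -1.33 and -1.03 for the RNA-binding protein ZFP36 and -1.52 and -1.02 for the kinase SGK1. The neuronal genes NEFH, a neurofilament subunit (-2.13 and -1.62), and ELAVL3, an RNA-binding protein (-1.94 and -1.63), were lower too, as were the histone genes H2BC17 (-1.45 and -1.26), H4C9 (-1.30 and -1.28) and H3C12 (-0.94 and -0.84). So were IDI1 of isoprenoid synthesis (-1.48 and -1.14), the muscle glycogen phosphorylase PYGM (-1.15 and -1.14), the protease CTSK (-1.41 and -1.39) and complement C3 (-0.74 and -0.60). One gene, BEX1, was higher in all 8 (2.17 and 1.70). Within the second series 319 genes were lower and 92 higher in all 4, against 0.205 and 0.0581 for independent lists. The simulations, which hold no changes, gave at most 0 and cannot decide the cause. The covariance was 0.142 against 0.0239 simulated, with a mean correlation of 0.828 against 0.599. All these comparisons share control arrays, and part of the overlap may come from them.

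The single CPSF6 array, which entered no test, differed from the first-series lacZ array by 3.21 for TNFRSF9, 2.33 for NUPR1, 2.10 for SH3BGR, 2.07 for the protease inhibitor SLPI, 2.06 for BEX1 and 1.89 for INHBE. SLPI read 8.37 there and 6.46 to 7.73 in the other first-series knockdowns. The homeobox gene HOXB6 read 7.04 against 7.54 to 8.48, and RFPL4A 7.95 against 4.87 to 7.32. Its differences from lacZ were -1.58 for ERRFI1, -1.51 for AOC3 and -1.47 for GPR50.

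Across the 27 distinct arrays, put on one scale by the shared lacZ array, the first principal component held 55.7% of the variance, the second 10.7% and the third 6.5%. Hairpin 3 of DDX5 and of HNRNPL stood apart, and hairpin 3 of PRKDC on the third. The median of small nuclear and nucleolar RNA genes relative to lacZ was 0.16 ± 0.11 (SD, n = 3) in CLP1, 0.67 ± 0.52 in DDX17, 0.82 ± 0.38 in DDX5, 0.71 ± 0.46 in HNRNPL, 0.51 ± 0.20 in PABPC1, 0.23 ± 0.35 in PARP1, 0.76 ± 0.14 in PRKDC and 0.69 ± 0.26 in SUPT16H, and -0.24 and 0.24 in the second-series lacZ arrays.

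On the arrays CLP1 was reduced by 30.3% with hairpin 2 and by 35.5% with hairpin 3. That is lower than the values quoted from the study above. The measures are unlike, since the methods of the study describe real-time PCR for knockdown and these values come from an array probeset.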
